# Dataset of differentially expressed genes in mouse P12 testes in response to the loss of ATRX in Sertoli cells

**DOI:** 10.1016/j.dib.2022.108230

**Published:** 2022-05-02

**Authors:** Stefan Bagheri-Fam, Dimuthu Alankarage, Emily R. Frost, Vincent R. Harley

**Keywords:** ATRX, Sertoli cells, Microarray, Testis development, Spermatogenesis, Androgen receptor, Imprinted genes

## Abstract

This dataset represents genes that are dysregulated in the postnatal day 12 (P12) mouse testis when ATRX is specifically inactivated in Sertoli cells (*ScAtrxKO* mice). The differentially expressed genes included in the dataset may play important roles in the testicular phenotypes observed in the *ScAtrxKO* mice, which were first reported in our previous work [1]. In fetal *ScAtrxKO* mice, Sertoli cells undergo apoptosis due to cell cycle defects, resulting in smaller testes with reduced tubule volume [1]. Adult *ScAtrxKO* mice show a wide range of spermatogenesis defects probably due to a failure of the dysfunctional ATRX protein to interact with the androgen receptor (AR) [1]. ATRX, a chromatin remodeling protein, is widely expressed in the human testis including Sertoli cells [2,3]. In XY individuals, the loss of ATRX leads to ATR-X (alpha thalassemia, mental retardation, X-linked) syndrome associated with a wide range of genital abnormalities such as hypospadias, ambiguous genitalia, and small testes with reduced tubule volume [4], [5], [6], [7], [8]. Our dataset contributes towards understanding the mechanism underlying ATRX regulation of testis development and spermatogenesis.

## Specifications Table

**Table:** 

Subject	Genetics: Developmental
Specific subject area	Molecular Biology of Sex Development
Type of data	Tables, Charts, Figures
How data were acquired	Microarray analysis using Illumina Sentrix MouseWG-6 v2.0 Expression BeadChip
Data format	Processed, analyzed
Description of data collection	The *Atrx* gene was conditionally inactivated in the Sertoli cells by crossing *Atrx^flox/flox^* mice with *AMH-Cre*/+ mice [1]. mRNA was extracted from testes at postnatal day 12 (P12) from wild-type or *Atrx* knockout (*ScAtrxKO*) male mice, prior to hybridizing to Illumina Sentrix MouseWG-6 v2.0 Expression BeadChip.
Data source location	Hudson Institute of Medical Research, Melbourne, Australia
Data accessibility	The analyzed microarray data are within this article. The raw microarray data and all supplementary files have been deposited in NCBI's Gene Expression Omnibus (GEO) [9] and are accessible through GEO Series accession number GSE195572. (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE195572).

## Value of the Data

• This dataset provides a list of genes transcriptionally dysregulated in the postnatal mouse testis due to the loss of ATRX in the Sertoli cells
• The genes of this dataset are likely to play important roles within the testis and may be mutated in disorders of sex development
• Analysis of this dataset can provide valuable insights into the function of ATRX during testis development and spermatogenesis
• This dataset could be compared to postnatal microarray data from mice lacking AR specifically in Sertoli cells [10] to identify AR-dependent genes that are also regulated by ATRX
• This dataset could be compared to microarray data and quantitative RT-PCR studies from mice lacking ATRX specifically in the forebrain [11,12] to identify genes regulated by ATRX common to the testis and brain

## 1 Data Description

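Atrx, the gene inactivated in the Sertoli cells of ScAtrxKO mice, gave no signal that could check the genotypes. Its background-subtracted intensity was 3.53 ± 1.81 (SD, n = 3) in wild-type testes and 3.03 ± 0.551 (SD, n = 3) in ScAtrxKO testes, and it was detected on 0 of the 6 arrays, so it was not tested. Where its probes lie relative to the deleted part of the gene is not given in the sources used here. Across the 13026 gene rows tested with limma, 973 were higher and 717 lower in ScAtrxKO testes at an adjusted p under 0.05. Of these, 169 also reached the fold change limit of 1.5. They were the genes of the authors' deposited table, with 0 absent from either side and log2 fold changes that differed by at most 4.99e-08.

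RNA came from 3 wild-type and 3 ScAtrxKO whole testes at the age of 12 days, with 1 sample on each Illumina MouseWG-6 v2 BeadChip array, a bead-based array with a single colour. The paper counts testes, and its text does not say whether the 3 of a genotype came from separate animals, so p-values measure the spread between these samples. GenomeStudio had subtracted the background and averaged probes to 30774 gene rows, and the authors had then stabilized the variance and applied quantile normalization in lumi. On the non-normalized scale, the arrays held 10624 to 10803 detected rows in wild-type and 10493 to 10917 in ScAtrxKO testes at a detection p under 0.01. The number of arrays limits the precision, and 3 against 3 cannot give a two-sided exact permutation p under 0.1 for a single gene. All 169 genes had 3 ScAtrxKO values on one side of the 3 wild-type values, as did 33.8% of the tested genes, where chance gives 10%. Fold changes are on the variance-stabilized scale, and their size depends on the normalization. The count was 232 with neqc, 737 with log2 values and quantile normalization, 758 with median scaling and 25 when limma's treat tested against a change of 1.5-fold.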

Microarray analysis of gene expression in P12 *ScAtrxKO* testes compared to wild-type testes identified 169 differentially expressed genes (DEGs) with a ±1.5 fold expression difference that was significant (adjusted *p* < 0.05) (Supplementary Table 1; accessible through GEO Series accession number GSE195572 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE195572)). The 169 genes account for ∼0.4% of the total number of transcripts present on the Illumina BeadChip. 

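Of the 169 genes past both thresholds, 55 were members of 13 of the 17 gene lists fixed before the data were examined, and 114 were in no list. Collagen and extracellular matrix genes, which build the tissue scaffold, gave 14 of the up-regulated genes and macrophage markers gave 9. Imprinted genes, p53 target genes and insulin-like growth factor (IGF) system genes gave 5 each, with Igf2 counted in both the imprinted and the IGF list. Among the down-regulated genes, 4 were androgen-responsive genes of Sertoli cells, 3 were piRNA pathway genes and 3 were meiotic germ cell genes. The lists were drawn up after the paper's table of called genes had been read, so these counts are not independent evidence.

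As a share, the 169 genes were 0.549% of the 30774 gene rows (exact 95% binomial interval 0.470% to 0.638%) and 1.30% of the 13026 rows that passed the detection filter. That interval treats the rows as independent draws and measures neither the spread between testes nor the effect of the normalization. Set against the 45281 transcripts that the methods give for the BeadChip, the share was 0.373%. By name, 127 of the 169 matched a gene symbol of the mouse reference GRCm38.p6, 27 matched only a synonym and 15 matched neither.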

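The largest increases in ScAtrxKO testes included Igfbp3, which encodes a binding protein of insulin-like growth factors, and Cdkn1a, which encodes the cell cycle inhibitor p21. Igfbp3 rose by 1.68 on the log2 scale (standard error 0.11, adjusted p = 2.0e-04 from limma) and Cdkn1a by 1.46 (standard error 0.05, adjusted p = 1.6e-05), while Cdkn1a rose by 1.43 under neqc and by 3.01 with log2 quantile normalization. Ly6e, an interferon-inducible gene, rose by 1.34 (standard error 0.09) and Spon2, which encodes an extracellular matrix protein, by 1.34 (standard error 0.05). A830059I20RIK, a synonym of Fam181b in the reference, was detected on 0 wild-type and 3 ScAtrxKO arrays and was at least 3.26-fold higher in ScAtrxKO testes, its mean there being set against, for each wild-type array, the higher of the weakest detected signal and the gene's own value. That bound holds on the variance-stabilized scale only, as the log2 fold change of A830059I20RIK was 1.72 there, 1.57 under neqc and 4.71 with log2 quantile normalization. With the deposited normalization the largest increase, 1.90 (standard error 0.10), belonged to LOC100046207, which matched no name in the reference. Under neqc Igfbp3 rose more than LOC100046207 (2.35 against 1.93), and with log2 quantile normalization A830059I20RIK did (4.71 against 4.34).

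Among the genes that fell, Egr4, a transcription factor of germ cells, changed by -0.89 on the log2 scale (standard error 0.09, adjusted p = 9.4e-04). Tmie, known from the mechanotransduction complex of inner ear hair cells, changed by -0.98 (standard error 0.12, adjusted p = 0.00224). Fabp9, a fatty acid binding protein of the testis, changed by -1.11 (standard error 0.18, adjusted p = 0.00795), with adjusted p-values from 9.5e-04 to 0.0501 over the alternative settings, the highest under neqc. LOC233529 changed by -1.32 (standard error 0.27, adjusted p = 0.0175), and its adjusted p was 0.0521 without wild-type replicate 1, 0.0550 without wild-type replicate 2 and at most 0.0879 over the alternative settings. The calls of Kctd14, Zxda and 1700102P08Rik were also lost when single arrays were left out, at adjusted p-values of up to 0.0648 without wild-type replicate 2, 0.0676 without ScAtrxKO replicate 2 and 0.115 without wild-type replicate 2, respectively.

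In all, 133 genes were up-regulated by 1.50- to 3.73-fold and 36 were down-regulated with signed fold changes from -1.52 to -6.39. Without wild-type replicate 1, 135 genes were up-regulated and 21 down-regulated. Up-regulated genes were 78.7% of the calls with the deposited normalization and 63.1% with median scaling.

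**Figure D1:**
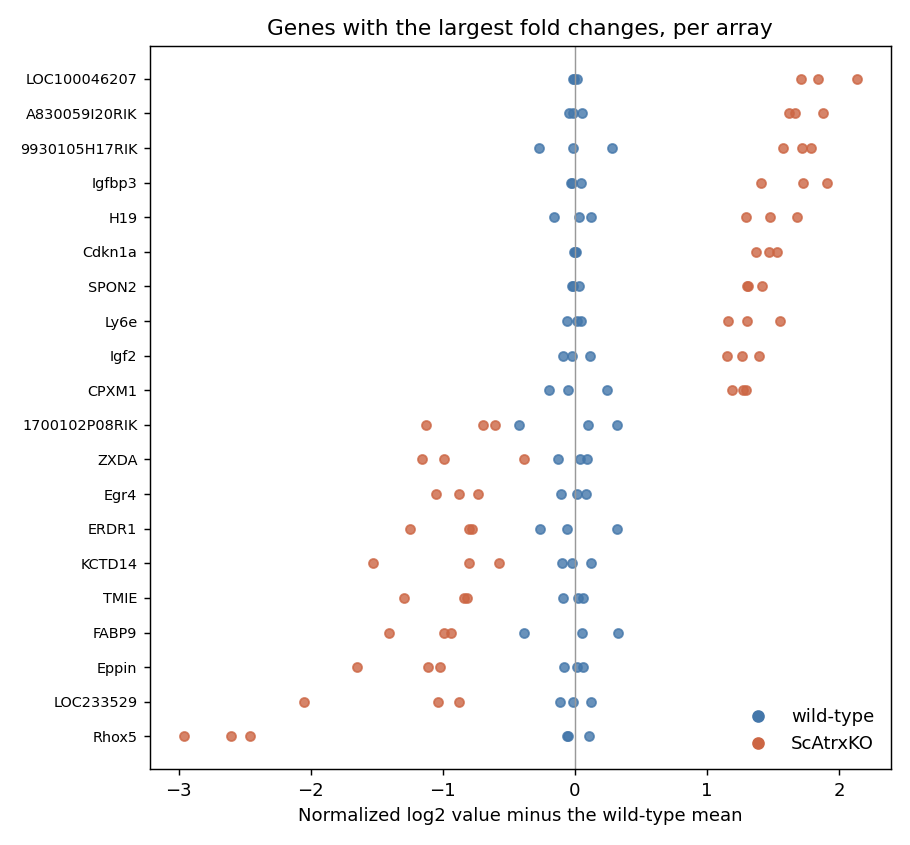
Normalized log2 value of each array minus the wild-type mean, for the 10 up-regulated and the 10 down-regulated genes with the largest fold changes whose genotypes do not overlap. Each point is 1 array (n = 3 per genotype), and Eppin is the reference's name for Spinlw1.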

Of the 169 DEGs, 133 transcripts were up-regulated in the *ScAtrxKO* gonads (within a range of 1.5–3.7 fold change) and 36 genes were down-regulated (within a range of −1.5–-6.4 fold change) in comparison with wild-type gonads. GO term analysis identified the most affected biological processes in up-regulated genes (Table 1) and in down-regulated genes (Table 2). 

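Genes of the extracellular matrix rose together in ScAtrxKO testes. Of 36 tested collagen and extracellular matrix genes, 27 rose, 0 fell and 9 did not pass the test (28 rose when adjusted over the list alone). Mfap2, a microfibril protein, rose by 1.16 on the log2 scale (standard error 0.06, adjusted p = 6.3e-05 from limma), the proteoglycan gene Lum by 1.15 (standard error 0.08) and Col15a1, a basement membrane collagen, by 1.12 (standard error 0.05). Of 16 IGF system genes, 6 rose, 2 fell and 8 did not pass (9 rose and 2 fell when adjusted over the list alone), and Igf1 rose by 1.09 (standard error 0.06, adjusted p = 1.0e-04). Of 21 macrophage markers, 19 rose, 0 fell and 2 did not pass (20 rose when adjusted over the list alone). Laptm5, a lysosomal protein of blood cells, rose by 1.16 (standard error 0.13), the lysozyme gene Lyz2 by 0.95 (standard error 0.10) and Mrc1, which encodes the macrophage mannose receptor, by 0.82 (standard error 0.09). Markers of another cell type thus were higher beside the matrix and IGF genes, with a median log2 fold change of 0.38 for macrophage markers, 0.50 for the matrix list and 0.18 for the IGF list. The order of these medians depends on the scaling, as macrophage markers had 0.21 under neqc, 1.19 with log2 quantile normalization and 1.18 with median scaling, and matrix genes 0.61, 0.60 and 0.58.

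Of 11 piRNA pathway genes, which silence transposons in germ cells, 7 fell, 0 rose and 4 did not pass (10 fell when adjusted over the list alone). Tdrd9 changed by -0.62 (standard error 0.07, adjusted p = 0.00164), Mov10l1 by -0.61 (standard error 0.09) and Piwil2 by -0.54 (standard error 0.07). Of 21 meiotic germ cell genes, 5 fell, 1 rose and 15 did not pass (11 fell and 1 rose when adjusted over the list alone). Under neqc only 1 of the 5 passed. The median of this list relative to the wild-type mean was -0.14 on the array of wild-type replicate 3, against 0.07 and 0.06 on those of replicates 1 and 2, and -0.17, -0.18 and -0.38 on the ScAtrxKO arrays. Psma8, which encodes a proteasome subunit of the testis, changed by -0.64 (standard error 0.10, adjusted p = 0.00588). The gene that rose was the meiotic cohesin gene Rec8, by 0.49 (standard error 0.06), which is named here after its value was seen.

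Tested against the other genes with limma's camera at a preset correlation of 0.01, the adjusted p over the 17 lists was 6.2e-22 for matrix genes, 2.1e-05 for IGF genes, 5.7e-18 for macrophage markers, 5.2e-07 for piRNA genes and 2.2e-04 for meiotic genes. With an estimated correlation, the matrix list had an adjusted p = 0.0406, and the calls of the other 4 were lost, with adjusted p = 0.141 for IGF genes, 0.0669 for macrophage markers, 0.0565 for piRNA genes and 0.363 for meiotic genes. Without the members that the paper names or calls, the IGF list had an adjusted p = 0.149 at the preset correlation, and the matrix list had 5.9e-09 there but 0.0997 with an estimated correlation. The paper's calls are those of these same arrays, so leaving them out removes a list's largest changes. A weaker rest was thus fixed in advance, here and for the other lists treated so.

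**Figure D2:**
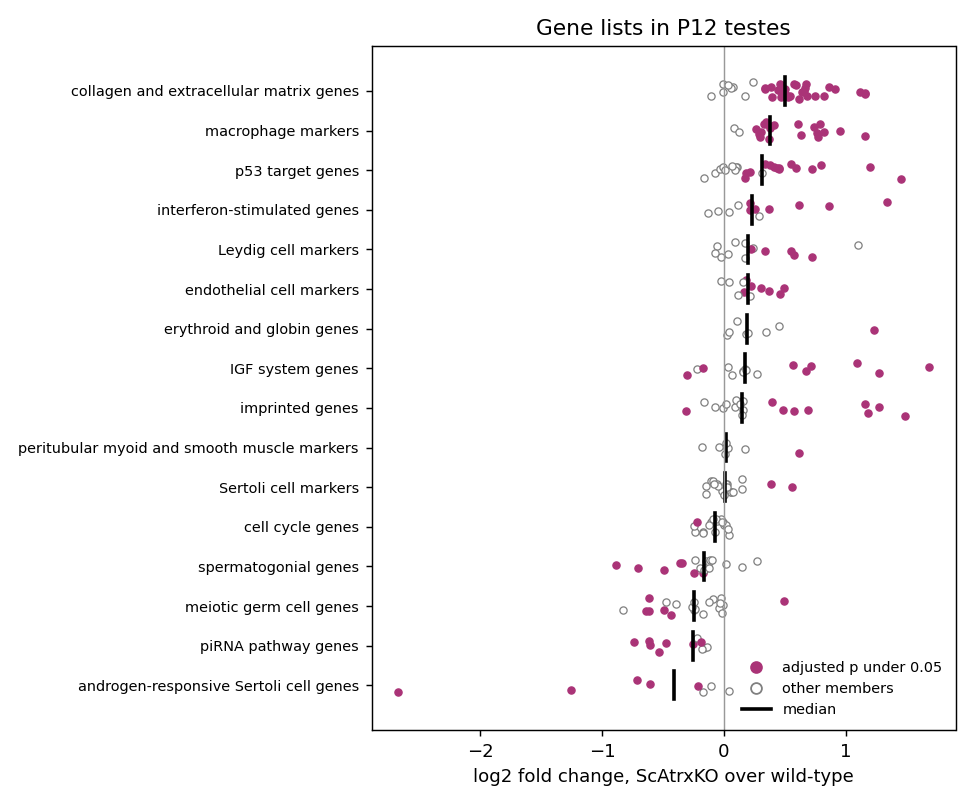
Log2 fold change of ScAtrxKO over wild-type testes for the tested members of 16 gene lists. Each circle is 1 gene, filled where its adjusted p is under 0.05, and the black bar is the list's median.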

The up and down regulated differentially expressed genes were annotated by association with three GO term categories: Molecular function (MF), Biological process (BP) and Cellular component (CC) (Figs. 1 and 2, Supplementary Table 2; accessible through GEO Series accession number GSE195572 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE195572)).

**Table 1:** The most affected GO terms from Biological Processes in up-regulated genes and their fold enrichment in *ScAtrxKO* testes (adjusted *p*-value ≤ 0.05).

Up-Regulated Genes			
GO Number	GO Terms	Total #	Fold Enrichment
GO:0043568	Positive regulation of insulin-like growth factor receptor signaling pathway	4	40.79
GO:0061081	Positive regulation of myeloid leukocyte cytokine production involved in immune response	4	40.79
GO:0061440	Kidney vasculature development	4	37.39
GO:0061437	Renal system vasculature development	4	37.39
GO:0030325	Adrenal gland development	5	25.49
GO:0030199	Collagen fibril organization	8	23.61
GO:0032963	Collagen metabolic process	6	18.19
GO:0044259	Multicellular organismal macromolecule metabolic process	6	17.71
GO:0035272	Exocrine system development	6	13.74
GO:0048146	Positive regulation of fibroblast proliferation	7	12.27

**Table 2:** The most affected GO terms from Biological Processes in down-regulated genes and their fold enrichment in *ScAtrxKO* testes (adjusted *p*-value ≤ 0.05).

Down-Regulated Genes			
GO Number	GO Terms	Total #	Fold Enrichment
GO:0034587	piRNA metabolic process	3	> 100
GO:0003006	Developmental process involved in reproduction	9	7.89
GO:0022414	Reproductive process	10	6.13
GO:0000003	Reproduction	10	6.12

**Fig. 1:**
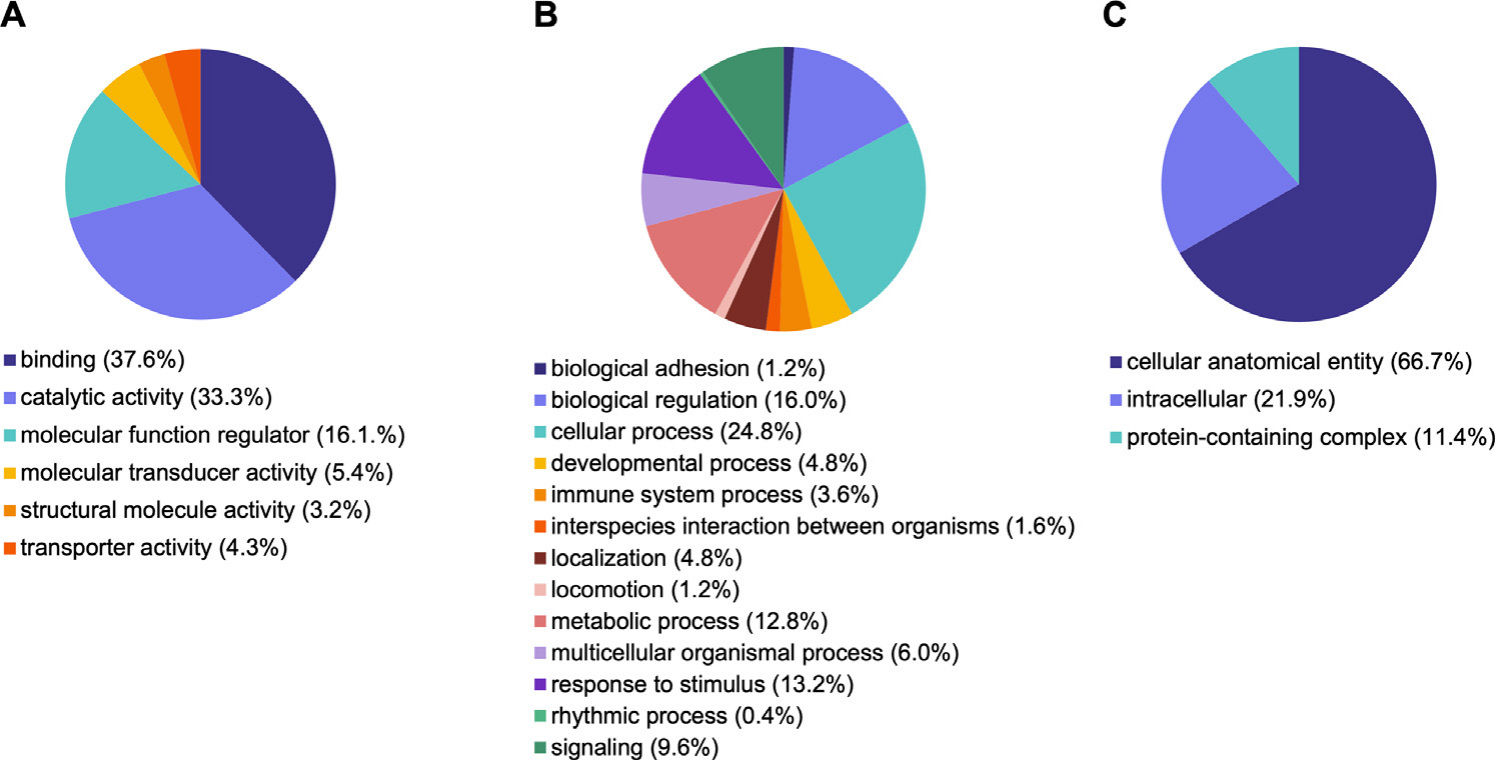
Distribution of GO terms in up-regulated genes associated with Molecular Function (A), Biological Processes (B) and Cellular Component (C).

**Fig. 2:**
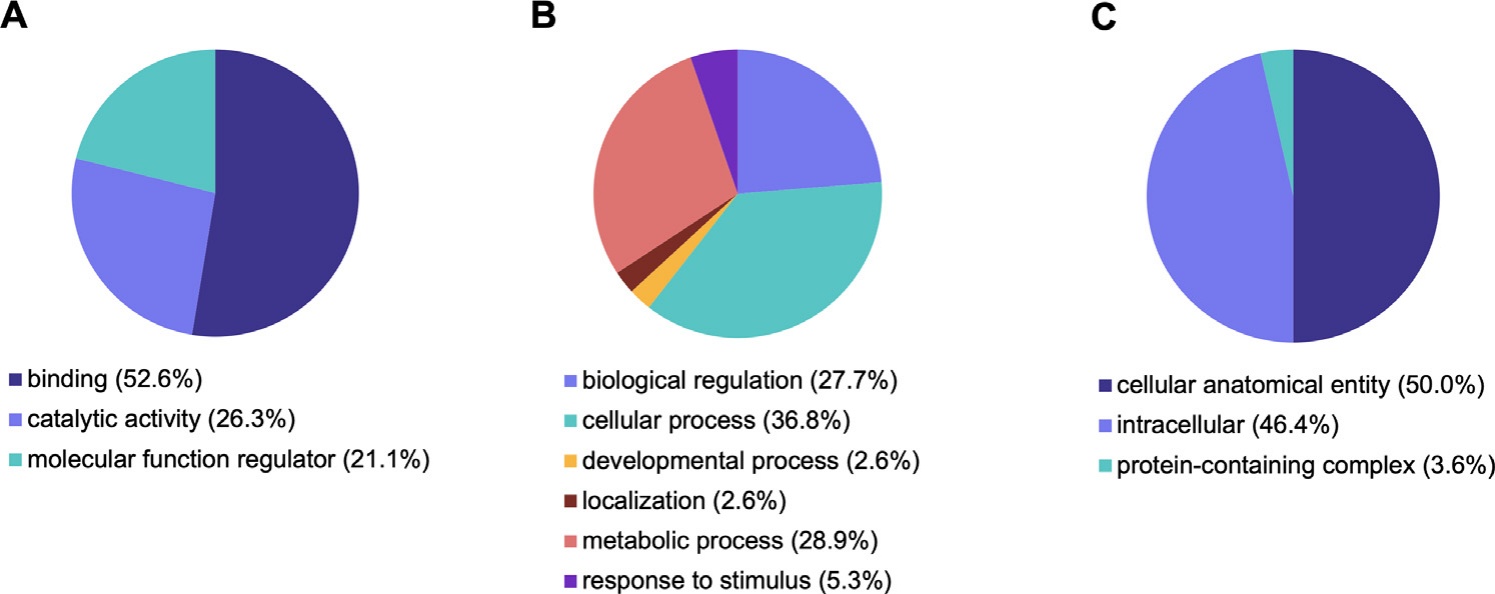
Distribution of GO terms in down-regulated genes associated with Molecular Function (A), Biological Processes (B) and Cellular Component (C).

The 133 up-regulated transcripts contain the imprinted genes *Dlk1, H19, Igf2, Cdkn1c*, and *Mest* that are silenced by ATRX in the P0 forebrain [11]. 

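All 5 of these imprinted genes were higher on each ScAtrxKO array than on each wild-type array. H19, a long noncoding RNA of the maternal allele, rose by 1.48 on the log2 scale (standard error 0.10, adjusted p = 2.5e-04 from limma) and its paternally expressed neighbour Igf2, a fetal growth factor, by 1.27 (standard error 0.07, adjusted p = 1.2e-04). Dlk1, a paternally expressed regulator of Notch signaling, had a normalized log2 value of 12.4 ± 0.101 (SD, n = 3) in wild-type and 13.6 ± 0.140 (SD, n = 3) in ScAtrxKO testes, a rise of 1.19 (standard error 0.08). The cell cycle inhibitor Cdkn1c rose by 1.16 (standard error 0.08) and Mest, a paternally expressed gene, by 0.69 (standard error 0.07, adjusted p = 9.9e-04). Under neqc Mest rose by 0.51 (adjusted p = 0.0151), which is under the 1.5-fold limit, whereas it rose by 1.63 with log2 quantile normalization and by 1.61 with median scaling. The other 4 genes passed both thresholds under these 3 normalizations.

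Of 20 tested imprinted genes, 8 rose, 1 fell and 11 did not pass the test (12 rose and 1 fell when adjusted over the list alone). The median of the list was 0.15, and limma's camera gave an adjusted p = 5.2e-07 at the preset correlation and 0.0406 with an estimated correlation. The 15 members that the paper neither names nor calls had a median of 0.13 and an adjusted p = 0.00997 at the preset correlation and 0.0997 with an estimated correlation. In GRCm38.p6, 2 genes start between H19 and Igf2 and 18 between Igf2 and Cdkn1c. The arrays measured whole testes, in which 19 of 21 macrophage markers were higher too, and do not tell which cells expressed these genes. The paper states that these genes are silenced by ATRX in the forebrain of newborn mice, which were not analysed here.

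**Figure D3:**
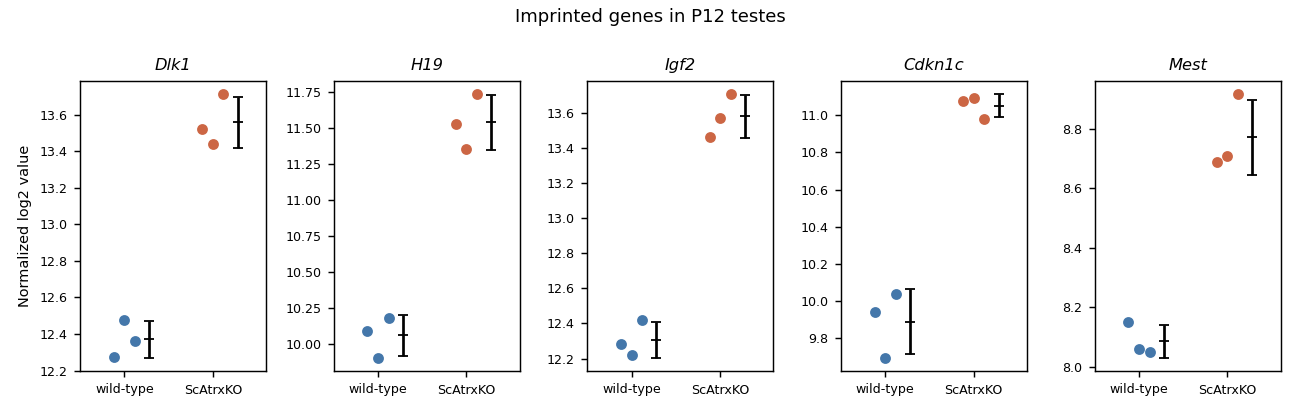
Normalized log2 value of 5 imprinted genes on each array (n = 3 per genotype), with the mean and SD beside the points. The ScAtrxKO arrays lie above the wild-type arrays for each gene, and each panel has its own vertical axis.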

The 36 down-regulated transcripts contain *Rhox5, Spinlw1, Corin* and *Cyp2s1 -* four genes positively regulated by the AR in P10 Sertoli cells [10]. 

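Rhox5, a homeobox gene that androgen switches on in Sertoli cells, fell more than any other tested gene. Its normalized log2 value was 11.2 ± 0.0949 (SD, n = 3) in wild-type and 8.55 ± 0.257 (SD, n = 3) in ScAtrxKO testes, a change of -2.67 (standard error 0.12, adjusted p = 3.5e-05 from limma). Spinlw1, which encodes the protease inhibitor eppin, changed by -1.26 (standard error 0.15, adjusted p = 0.00190). Corin, which encodes a serine protease, changed by -0.71 (standard error 0.06, adjusted p = 6.4e-04) and Cyp2s1, a cytochrome P450, by -0.61 (standard error 0.07, adjusted p = 0.00232). The size of these changes depends on the normalization: under neqc Rhox5 changed by -3.51, Spinlw1 by -1.67 and Cyp2s1 by -0.74 on the log2 scale, while Corin changed by -0.53, which is under the 1.5-fold limit. With log2 quantile normalization the changes were -3.47, -1.38 and -0.94 for the first 3 and -1.71 for Corin, and with median scaling -3.48, -1.40, -0.95 and -1.74. Before normalization Corin had an intensity of 305 ± 34.4 (SD, n = 3) in wild-type and 97.1 ± 29.6 (SD, n = 3) in ScAtrxKO testes. Neqc took its background from the detection p-values, so its smaller change of Corin is uncertain. Over all alternative settings, which include leaving out each array, the smallest change of Cyp2s1 was -0.56, also under the 1.5-fold limit.

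Of 8 tested androgen-responsive genes of Sertoli cells, 5 fell, 0 rose and 3 did not pass the test (5 fell when adjusted over the list alone), with a median of -0.41. For this list limma's camera gave an adjusted p = 2.3e-05 at the preset correlation and 0.0669 with an estimated correlation. The 4 members that the paper does not call had a median of -0.14 and an adjusted p = 0.276 at the preset correlation. Leaving out the called members fixed a weaker rest in advance, so this does not count against the list. Of 20 general markers of Sertoli cells, 2 rose, 0 fell and 18 did not pass (3 rose when adjusted over the list alone), and their adjusted p from camera was 0.503. Inha, which encodes the inhibin alpha subunit, rose by 0.56 (standard error 0.08, adjusted p = 0.00431). The median of the Sertoli cell markers was 0.01, and it was -0.02 with median scaling. The paper states that these 4 androgen-regulated genes belong to the down-regulated transcripts.

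**Figure D4:**
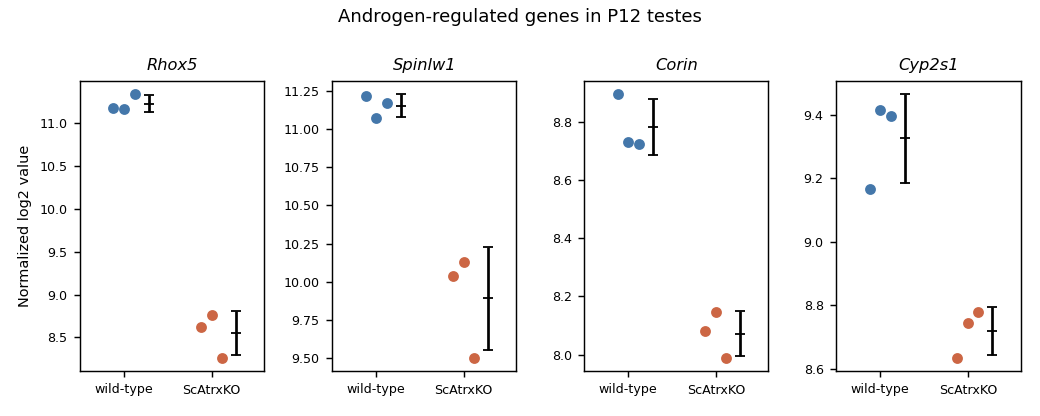
Normalized log2 value of 4 androgen-regulated genes on each array (n = 3 per genotype), with the mean and SD beside the points. The ScAtrxKO arrays lie below the wild-type arrays for each gene, and each panel has its own vertical axis.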

*Rhox5* and *Spinlw1* expression was validated by quantitative RT-PCR studies in P12 *ScAtrxKO* testes [1].

## 2 Experimental Design, Materials and Methods

### 2.1 Generation and Genotyping of *ScAtrxKO* Mice

Refer to [1] for method details.

### 2.2 Microarray and Statistical Analysis

500ng of each biotin labeled cRNA sample (*n* = 3 P12 *ScAtrxKO* testes, *n* = 3 P12 wild-type testes), which were produced by *in vitro* amplification of cDNA, was hybridized to Illumina Sentrix MouseWG-6 v2.0 Expression BeadChip, containing 45,281 RefSeq transcripts from the National Center for Biotechnology Information (NCBI) database (from build 36, Release 22 of the database). The Illumina microarray was performed at the Australian Genome Research Facility (AGRF) microarray service in Melbourne, Australia. The GenomeStudio software was used for initial quality control (QC), background subtraction and averaging probes to gene-level estimates, before then loading the data into R with the Bioconductor package “lumi”. This data was variance stabilized and quantile normalization was performed, then genes filtered to only those that had a detection p-value of less 0.01 in at least 1 sample; this reduced the number of genes from 30,774 down to 13,026. These genes were then tested for differential changes using the limma software package, and p-values adjusted for multiple testing using the Benjamini and Hochberg method to control the false discovery rate (FDR), then significantly changing genes selected by filtering for absolute fold change >= 1.5, and FDR<0.05. 

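The detection filter left out the collagen gene Col1a1 and the immune gene B2m although both were bright. Of the 17748 removed gene rows, 367 had a mean intensity above 200 over the 6 arrays, against 7019 such rows among those kept. Col1a1, the alpha chain of type I collagen, had an intensity of 1194 ± 157 (SD, n = 3) in wild-type and 2791 ± 520 (SD, n = 3) in ScAtrxKO testes, yet its lowest detection p was 0.0326. B2m, the light chain of MHC class I, had 1662 ± 171 (SD, n = 3) and 3018 ± 704 (SD, n = 3), with a lowest detection p of 0.0140. Both genes were chosen after their values were seen. Most detection p-values of the deposited table lay on steps of 1 in 936, within 6e-06. All of the 367 bright removed rows (100%) had a detection p off these steps, as had 22.5% of the other rows.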

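Before normalization the median intensity was 15.0, 15.1 and 15.1 on the 3 wild-type arrays and 13, 18 and 18.1 on the 3 ScAtrxKO arrays. The mean intensity was 368, 376 and 381 in wild-type and 349.8, 469 and 458 in ScAtrxKO testes, so that ScAtrxKO replicates 2 and 3 were brighter. Between 26.4% and 28.2% of the gene rows of each array were below 0 after background subtraction, and such values have no log. Rhox5, for example, had an intensity before normalization of 2556 ± 190.3 (SD, n = 3) in wild-type and 261 ± 104 (SD, n = 3) in ScAtrxKO testes. After variance stabilization and quantile normalization, the median was 7.77 and the upper quartile 8.37 on the log2 scale on each of the 6 arrays.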

Kernel density estimates of the log2 signal intensity distributions for all six samples before and after normalization are shown in Supplementary Fig. 1, which is accessible through GEO Series accession number GSE195572 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE195572).

### 2.3 Data Annotation

Gene ontology analysis of the differentially expressed genes was performed using PANTHER Overrepresentation Test and adjusted for multiple testing by Bonferroni correction (GO Ontology database Released 2021-02-24). 

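The up-regulated genes that the authors entered in the GO analysis include those of the insulin-like growth factor and collagen terms. In the authors' deposited table, the up-regulated genes carry 203 GO entries, which are 177 distinct terms, because 26 terms of the biological process sheet appear there again. That sheet holds 150 distinct terms, and the sheets for molecular function and cellular component hold 12 and 15. The down-regulated genes carry 4 terms in the authors' deposited table, all of biological process. In the authors' deposited table, positive regulation of insulin-like growth factor receptor signaling is held by 4 genes with a fold enrichment of 72.03, and collagen fibril organization by 7 genes with a fold enrichment of 27.19. The overrepresentation test was not repeated here, since no GO annotation was used. In the arrays themselves, Dcn, a collagen-binding proteoglycan, rose by 0.67 (standard error 0.05, adjusted p = 2.8e-04 from limma), a gene named here after its value was seen.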

A total of 204 GO terms were assigned to the up-regulated genes and 4 GO terms were assigned to the down-regulated genes (adjusted *p*-value < 0.05). GO terms above *p* < 0.05 were excluded from the analysis. Differentially expressed genes that were up and down regulated were categorized by Molecular Functions, Biological Processes and Cellular Components (Figs. 1 and 2, Supplementary Table 2).

## Ethics Statements

All animal experimentation complied with the ARRIVE guidelines and the Australian code for the care and use of animals for scientific purposes (7th Edition 2004) and was approved and carried out according to the guidelines established by the Monash Medical Centre Animal Ethics Committee.

## CRediT authorship contribution statement

**Stefan Bagheri-Fam:** Conceptualization, Methodology, Validation, Investigation, Writing – review & editing, Supervision, Project administration, Funding acquisition. **Dimuthu Alankarage:** Formal analysis, Visualization, Writing – original draft. **Emily R. Frost:** Formal analysis, Visualization, Writing – review & editing. **Vincent R. Harley:** Conceptualization, Writing – review & editing, Supervision, Project administration, Funding acquisition.

## Declaration of Competing Interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

## Data Availability

Dataset of differentially expressed genes in mouse P12 testes in response to the loss of ATRX in Sertoli cells (Original data) (GEO).

## Appendix Supplementary materials

Supplementary Table 1. Differentially expressed gene list derived from microarray of P12 *ScAtrxKO* mouse testes compared to wild-type mouse testes. Fold change cut-off is set at ±1.5 (adjusted *p* < 0.05). Image, application 1

Supplementary Table 2. GO analysis of the differentially expressed genes. Data are categorized by Biological Process (BP), Molecular Function (MF) and Cellular Compartment (CC). Image, application 2

How the deposited data were processed for this re-analysis (not part of the article)

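Gene expression was measured in 3 wild-type and 3 ScAtrxKO whole testes at the age of 12 days, with 1 Illumina MouseWG-6 v2 BeadChip array for each sample. The columns of the deposited tables name wild-type and mutant samples by genotype and number, and the mutant columns were taken as the ScAtrxKO samples of the same number. The authors used GenomeStudio, whose version is not given in the sources used here, to subtract the background and to average probes to gene rows, and deposited the result as an intensity per gene and array on a linear scale, with a detection p-value beside each. The authors then stabilized the variance and applied quantile normalization in lumi, and deposited these values on a log2-like scale. The authors' deposited table of called genes gives limma log2 fold changes and adjusted p-values. Their deposited GO sheets hold numbers of genes, enrichment folds and Bonferroni adjusted p-values from PANTHER.

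From the normalized log2 values, a linear model with genotype as its only term was fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3. As in the methods of the paper, a gene row entered the test if its detection p was under 0.01 on at least 1 array, p-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05 and a fold change of at least 1.5. Of 30774 rows, 13026 were tested. The columns of unmapped samples numbered 0. A gene undetected on every array of a genotype has only a bound, and its fold is given as at least the mean of the brighter genotype over, for each array of the other, the higher of its own value and the lowest detected value. There were 7 called rows of this kind. For Sall4 and Mtl5 among them the bound, 1.64 and 1.53, was the fold change itself, because their own values were above the lowest detected value. Row names were matched to GRCm38.p6 by symbol (15991 rows) or by synonym only (5945), and 8838 rows matched neither and keep the name of the array's design.

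The genes named in the text follow a rule set before the data were examined: each gene the paper names, the 10 up-regulated and the 10 down-regulated genes of largest fold change whose genotypes do not overlap, and from each gene list up to 4 members past the adjusted p, or the 2 with the smallest p where none passed. Some genes that the rule takes are not reported here. The values of the paper's table of called genes had been seen when the rule and the lists were written. The 17 lists cover imprinted genes, androgen-responsive Sertoli cell genes, markers of Sertoli, Leydig, peritubular myoid, macrophage and endothelial cells and of the epididymis, extracellular matrix, IGF system, p53 target, interferon-stimulated, erythroid and cell cycle genes, and spermatogonial, meiotic and piRNA pathway genes. Each list was tested with limma's camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, and p-values were adjusted over the lists. With the preset correlation 13 of the 17 lists passed, and with an estimated correlation 4 did: the imprinted, endothelial, extracellular matrix and p53 lists. Without the members that the paper names or calls, 0 lists passed with an estimated correlation, the lowest adjusted p being 0.0530. Those calls come from these same arrays and were left out of the lists only, so lists that held them were weakened by construction.

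The procedure was tested on simulated data with 13026 genes, of which 200 were changed, in 5 rounds for the comparison of ScAtrxKO with wild-type. It recovered 98.2% of the genes changed by 0.7 on the log2 scale and 100% of those changed by 1 or by 1.5. Of its calls 0.301% were false, and it made 0 calls in a single run where no gene was changed. The simulated genes varied independently, and each changed gene moved by at least 0.7, above the fold limit of 0.585 on that scale. Neither holds for the data, so these rates do not carry over to the calls reported here. The alternatives were neqc (with an offset of 16), log2 values with quantile normalization and with median scaling (both floored at an intensity of 1), the series' value table, other detection filters, an intensity trend with and without robust estimation, array weights, the replicate number as a block, leaving out each array, no fold limit, limma's treat, and gene lists without the members the paper calls. Neqc was run on intensities from which GenomeStudio had already subtracted the background. It estimated a background of its own from the detection p-values, part of which lay off the steps described above. Its fold changes for genes of low intensity, and calls lost under neqc alone, are therefore uncertain. A fold limit on neqc values and a further form of median scaling were added after the data were seen. So was the comparison of the Leydig, macrophage, peritubular myoid and endothelial lists under the other scalings. A slide term and a fit of single probes were not run, because the tables used here carry neither slides nor probes. The overrepresentation test of GO terms was not repeated.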

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

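The other normalizations and the fit without the detection filter were planned as alternatives, but their use as tests of the patterns described here was chosen only after the results were seen, as were the comparisons of gene lists dealt at random, the comparisons of all and of only the passing p53 and macrophage genes, and the naming of removed genes.

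Outside the genes that the paper discusses, 12 rows removed by the detection filter passed both thresholds when all 30774 rows were tested with limma, 11 higher and 1 lower in ScAtrxKO testes. Among them, Col1a1 rose by 0.95 (standard error 0.17, adjusted p = 0.0237) and Cxcl12 by 0.82 (standard error 0.05, adjusted p = 6.2e-04), and the gene that was lower, BC030476, changed by -0.83 (standard error 0.16, adjusted p = 0.0313).

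Markers of macrophages, which the paper does not name, were higher for 19 of 21 genes (16 under neqc, 18 with log2 quantile normalization and 18 with median scaling), 9 of them in the paper's table of called genes. The paper's table of up-regulated processes does list a term for cytokine production by myeloid leukocytes, which is absent from the authors' deposited table. Normalization by the authors is argued against as the whole cause, since the list stayed higher under neqc, log2 quantile and median scaling with an adjusted p from camera of at most 5.4e-15, although the list did not pass with an estimated correlation (adjusted p = 0.0669). The prediction was that a smaller share of tubule cells in ScAtrxKO testes would raise Leydig, macrophage, peritubular myoid and endothelial markers alike. Peritubular myoid cells surround the tubules, however, so fewer tubules need not raise their markers. A gap to the myoid list therefore cannot decide the question. The macrophage median exceeded that of peritubular myoid markers by 0.358 (bootstrap 95% interval over genes 0.230 to 0.729). In comparisons added later, it exceeded those of endothelial markers by 0.180 (0.0393 to 0.559) and of Leydig cell markers by 0.180 (-0.0848 to 0.569). The first comparison, set before the data were examined, takes the highest and the lowest of 4 lists and so gives a gap in any case: with genes dealt to the lists at random, the median gap was 0.181 and a gap as large had a permutation p = 0.0573. The gap lay between -0.104 and 0.104 on the wild-type arrays and between 0.182 and 0.487 on the ScAtrxKO arrays. The lists were picked by these same values. The gap was 0.188 under neqc (permutation p = 0.371), 1.16 with log2 quantile normalization (permutation p = 3.9e-04) and 1.17 with median scaling (permutation p = 2.5e-04). Whether the gap exceeds that of genes dealt at random thus depends on the scaling. Dealing or resampling genes treats them as independent, while the macrophage markers had an estimated correlation of 0.363. These permutation p-values and bootstrap intervals therefore do not measure the spread between testes. Among cells of the tubule, Sertoli cell markers had a median of 0.007 (camera adjusted p = 0.503), while the spermatogonial and meiotic lists had -0.17 and -0.24. The paper reports reduced tubule volume in the smaller testes of fetal ScAtrxKO mice, and tubule volume was not measured here. A smaller share of tubule cells and a change in macrophages cannot be told apart here.

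Target genes of p53, which respond to DNA damage and cell stress, were higher for 15 of 25 genes (12 under neqc, 14 with log2 quantile normalization and 14 with median scaling), 5 of them in the paper's table of called genes, with 0 lower. Under the 3 other normalizations the list stayed higher, and its largest adjusted p from camera at the preset correlation was 2.2e-10. That argues only against the authors' variance stabilization and quantile normalization as the whole cause. The limits of the shared starting values and of camera are those given for the macrophage list. The median of the 15 genes minus that of all macrophage markers was 0.0734 (bootstrap 95% interval -0.307 to 0.243), but the 15 were selected for passing: it was -0.0631 (-0.528 to 0.0789) for all members of both lists and 0.0349 (-0.333 to 0.218) for the passing members of both. A smaller share of tubule cells and a p53 response of any cell type cannot be told apart. A p53 response remains a hypothesis, and no protein or cell-resolved measure was used here.

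Meiotic germ cell genes were lower for 5 of 21 genes, 3 of them in the paper's table of called genes. Of the 5, only 1 passed under neqc (adjusted p = 0.0962 for Hspa2, 0.0933 for Mtl5 and 0.0828 for Sycp1), and Hspa2 did not pass with log2 quantile normalization (0.0794) or median scaling (0.0788) either. As a list they stayed lower under the 3 other normalizations with an adjusted p from camera of at most 0.00131 at the preset correlation. That argues only against the authors' variance stabilization and quantile normalization as the whole cause. The limits of the shared starting values and of camera are again those given for the macrophage list. With the deposited values the list did not pass with an estimated correlation (adjusted p = 0.363) or with fry (adjusted p = 0.108). The median of the meiotic list lay below that of the spermatogonial list by a difference of -0.0790 (bootstrap 95% interval -0.283 to 0.123). Fewer germ cells of every stage and a loss or delay at meiosis therefore cannot be told apart, since the interval includes 0.

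Of the 10 splits of the 6 arrays into 3 and 3, only the split by genotype, 1 of 10, gave as many as 169 genes, and the highest of the others gave 1. With 10 splits, no share under 0.05 can be reached. Each other split also mixes the genotypes within its groups, so a real difference would widen their spread and lower their calls.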

How the results depend on the processing

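The fold limit on neqc values and the second form of median scaling were chosen after seeing the data. The 169 calls (133 up, 36 down) were 737 (528 up, 209 down) with log2 quantile normalization, 1690 (973 up, 717 down) with no fold limit, 25 (24 up, 1 down) with treat, and 290 (220 up, 70 down) with the fold limit on neqc values. Median scaling gave 758 (478 up, 280 down) with arrays centred over the rows kept by the filter and 718 (465 up, 253 down) with each array centred over its own detected rows. The plan left open which rows to use, and both counts were known when the first was kept. Up-regulated genes were 78.7% of calls, 83.2% with neqc, 71.6% with log2 quantile normalization and 63.1% and 64.8% with the 2 forms of median scaling. A test set before the data were examined asked that this share stay within 10 percentage points under median scaling, which it did not. Leaving out single arrays gave 21 to 50 genes down, the lowest without wild-type replicate 1, and 146 to 196 genes in all. The cause was not tested. Neqc gave 232 genes and no detection filter 168. Whether the replicate numbers pair the samples was not settled. Deviations of same-numbered arrays had correlations of 0.00294, 0.0467 and 0.0803, and those of other pairs -0.0695 to 0.0378. Wild-type replicate 1 correlated best with ScAtrxKO replicate 2 (0.0214). With the replicate block 179 genes were called. The share of genes called was 1.30% of tested rows and 0.373% of stated transcripts. Of the gene lists, 13 passed and 4 with an estimated correlation. Of the 65 named genes past the adjusted p, 11 were lost with neqc, 10 with log2 quantile normalization, 8 with median scaling and 3 to 12 without single arrays, and no named gene that passed changed sign. The cell cycle list passed with the replicate block (adjusted p = 0.0353), without ScAtrxKO replicate 1 (0.00894) and without wild-type replicate 3 (0.0303). Slide and probe alternatives were not run. By their detection p-values, 7 called genes were undetected on all arrays of a genotype. Not all of these were weak: Sall4 was undetected on the ScAtrxKO arrays at an intensity of 530 ± 152 (SD, n = 3).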

Differences from the paper's values

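No count of called genes, fold change range or log2 fold change of a named gene differed from the value that the paper states or deposits. The share of genes called is the paper's share when it is taken over the stated transcripts. For the GO terms, the paper's table of up-regulated processes lists 10 terms, of which 2 are in the authors' deposited table and 0 have the same fold enrichment there. Of these 2, collagen fibril organization has 8 genes in the paper's table and 7 in the authors' deposited table. The paper's 4 terms for down-regulated genes are all in the authors' deposited table with the same fold enrichment. The paper counts the GO terms of the up-regulated genes as 204, while the authors' deposited table holds 203 entries and 177 distinct terms.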

Other observations

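Further gene groups that the paper does not discuss were measured on the same arrays. Of 25 p53 target genes, 15 rose, 0 fell and 10 did not pass (15 rose when adjusted over the list alone). Zmat3 rose by 1.20 (standard error 0.08, adjusted p = 2.0e-04), Ccng1 by 0.80 (standard error 0.06) and Phlda3 by 0.72 (standard error 0.07). Mdm2, which did not pass, changed by -0.07 (standard error 0.07, adjusted p = 0.538) and is named here after its value was seen. The p53 list passed limma's camera with the preset (adjusted p = 2.9e-11) and an estimated correlation (adjusted p = 0.0261). The 20 p53 targets that the paper neither names nor calls had a median of 0.18, against 0.31 for all 25, and an adjusted p = 4.0e-06 with the preset and 0.0530 with an estimated correlation. Of 12 interferon-stimulated genes, 7 rose, 0 fell and 5 did not pass (9 rose and 1 fell when adjusted over the list alone), among them Ifitm2 by 0.61 (standard error 0.06, adjusted p = 0.00101). Under neqc 4 of the 12 rose, and 6 rose with log2 quantile normalization and with median scaling. The interferon list had an adjusted p = 1.1e-05 with the preset and 0.174 with an estimated correlation. Alas2, the heme synthesis enzyme of red blood cell precursors, rose by 1.23 (standard error 0.05, detected on 1 of the 3 wild-type arrays; 0.99 under neqc and 3.12 with log2 quantile normalization), while 7 of the 8 erythroid genes did not pass (2 rose when adjusted over the list alone; camera adjusted p = 0.00303, 0.217 with an estimated correlation, and 0.0628 without the members the paper calls). The median of the erythroid genes relative to the wild-type mean was 0.50 on the array of ScAtrxKO replicate 2, against 0.0046 and 0.04 on those of replicates 1 and 3, and without ScAtrxKO replicate 2 the list, tested over the rows detected on the remaining arrays, had an adjusted p = 0.00106.

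Of 14 Leydig cell markers, 5 rose, 0 fell and 9 did not pass (7 rose when adjusted over the list alone). Under neqc 3 rose, and 4 rose with log2 quantile normalization and with median scaling. Insl3, a Leydig cell hormone, rose by 0.72 (standard error 0.10) and Cyp11a1, which makes pregnenolone from cholesterol, by 0.58 (standard error 0.05). For this list camera gave an adjusted p = 5.1e-05, and 0.109 with an estimated correlation. Of 12 endothelial markers, 7 rose, 0 fell and 5 did not pass (9 rose when adjusted over the list alone), among them the junction gene Cldn5 by 0.49 (standard error 0.06) and Cdh5 by 0.46 (standard error 0.04), with an adjusted p = 1.7e-06 and 0.0406 with an estimated correlation, or 0.0530 when the other lists leave out the members that the paper names or calls. Of 8 peritubular myoid markers, Des rose by 0.61 (standard error 0.07) and 7 did not pass (1 rose when adjusted over the list alone; adjusted p = 0.394). Of 18 spermatogonial genes, 7 fell, 0 rose and 11 did not pass (12 fell and 2 rose when adjusted over the list alone), among them Uchl1 with a change of -0.36 (standard error 0.05), at an adjusted p = 1.8e-05 and 0.0578 with an estimated correlation. Of 18 cell cycle genes, 1 fell and 17 did not pass (0 when adjusted over the list alone; adjusted p = 0.0567). Of the 2 tested epididymis markers neither passed; their median was -0.12, while camera gave the opposite direction (adjusted p = 0.865). Spink8 had an intensity of 256.9 on the array of wild-type replicate 1, where it was detected, and of -19.6 to 2.7 on the other 5, where it was not, while Lcn8 had 13.2 on that array and 5.2 to 45.3 on the others. The other 7 epididymis markers in the table were detected on 0 arrays. Whether epididymal tissue was in that sample, without which 21 genes were down-regulated, was not tested further.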
